A study of Mus musculus with 21 samples. Its data were reported in "A multiple super-enhancer region establishes inter-TAD interactions and controls Hoxa function in cranial neural crest" (2023).

How the data were processed

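Gene counts of 12 libraries of the genotype series (PA2 and PA3 at E10.5, WT and HIRE1del) and of 9 libraries of the stage series (E10.5 PA2, then the pinna of E12.5 and of E14.5 embryos) were analysed, with 3 libraries per group. The values are counts of alignments per gene, which the authors made with QuasR by spliced alignment to the GRCm38 genome and counting over the exons of the UCSC known genes in the orientation opposite to the gene, and deposited without normalization. Libraries were made from total RNA with 1 kit, and the paper describes them as unstranded. They were read at 50 bases from a single end in the stage series and from both ends in the genotype series. The cells of the stage series were sorted for a neural crest reporter after digestion with trypsin (E10.5, E12.5) or papain (E14.5). The labels call all libraries cranial neural crest cells, and for the genotype series no sorting is stated. Mice were of mixed background and embryos of both sexes were pooled. Libraries labelled as lacking the element E3 were taken as HIRE1del.

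Each table held 24594 genes, of which 18 had no symbol and 468 no Ensembl identifier, and 0 columns of values were left unused. Positions were added from GENCODE M21 and were found for 14345 of the 14383 genes tested in the genotype series (99.7%). Totals per library were 25.8 to 32.21 M counts in the genotype series and 25.81 to 49.06 M in the stage series, with 17942 to 18713 and 16440 to 17147 genes seen at least once. The ribosomal gene Rn45s took 0.82 to 2.42% of the counts of a genotype library and 0.357 to 2.28% of a stage library, and no gene took more than 2.57%. A group with no count was set against a floor of 3 counts, which is 0.0931 to 0.116 CPM in the genotype series and 0.0612 to 0.116 CPM in the stage series for a single library. Ratios carry a 95% counting interval where counts were seen in the lower group but no library of it had more than 3. Replicates were checked for copies of each other, and the chi-square per degree of freedom between replicates was 6.68 to 44.2, above the value near 1 of resequenced libraries.

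The counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes with at least 1 CPM in at least 2 libraries were kept, libraries were scaled by TMM (factors 0.983 to 1.01 and 0.946 to 1.04), and 1 model with a mean per group was fitted to each table. Contrasts were tested with the two-sided edgeR quasi-likelihood test, and p-values were adjusted over all genes by the method of Benjamini and Hochberg. The common dispersion was 0.00979 in the genotype table and 0.0102 in the stage table. A gene was called at an adjusted p under 0.05. Counts of genotype and arch genes also required an average log2 CPM of at least 1, and stage counts are given with and without a log2 fold change of at least 1 in size. The comparisons were HIRE1del against WT in PA2 and in PA3, the difference of these effects (PA2 minus PA3), PA3 against PA2 in WT, and the 3 pairs of stages. CPM values were computed from total counts scaled by TMM. The ratio of Hoxa3 to Hoxa2 had 0.5 CPM added and an exact permutation test, which with 3 against 3 libraries cannot go below 0.1. The Hoxa2 target lists were tested with limma camera (correlation 0.01), with fry and with camera on an estimated correlation, and the PA2 values are left out because the lists were named from the PA2 changes.

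The comparisons, the gene lists and the rule for naming genes were written before the data were examined. The rule named all genes of the lists (Hoxa2, Hoxa3, Hoxa2 targets, other Hox genes, genes around HIRE1, motif factors and cofactors). It also named the genes with the largest change among those called, with an average log2 CPM of at least 1 and replicate ranges apart, namely 5 rises and 5 falls in each genotype and arch contrast and 3 and 3 in each stage contrast. A few other genes are named as chosen after their values were seen. Some genes that the rule names are not reported here. The alternatives planned beforehand were DESeq2 size factors, total counts only, no filter, filterByExpr, 1 CPM in every library, the DESeq2 and limma-voom tests, a replicate block, the 6 libraries of a contrast alone, other thresholds and pseudocounts, and leaving out each library. An embryo pool block, the level of Y-linked genes as a covariate and another division of the embryo pools as a covariate were added after seeing the data.

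Whether libraries with the same replicate number came from the same embryos is not stated in the labels, and was checked by correlating the deviations from the group mean. Between PA2 and PA3 of the same genotype and number, r was 0.382, 0.23 and 0.248 in WT and 0.213, 0.284 and 0.342 in HIRE1del, and Y-linked transcripts were nearly absent from WT replicate 1 of both arches. These libraries were therefore taken to share a pool, and a block for it was tried wherever the arches were compared.

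The pipeline was tested on simulated data with 200 genes changed by a log2 fold change of 1, after the real tables had already been explored. In the PA2 contrast edgeR recovered 90.5% of them with 3.21% false calls, DESeq2 93% with 14.3% and limma-voom 90.5% with 2.69%. For the interaction edgeR recovered 82.5% with 1.79% false calls, for the first stage contrast 88% with 2.22%, and for PA3 against PA2 94% with 6%, slightly above the 0.05 aimed at. DESeq2 thus called more unchanged genes in these simulations. In the real data the first stage contrast called 9242 genes and PA3 against PA2 called 5252, far more than the 200 simulated. The simulated rates need not hold for those contrasts.

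Lists of marker genes of other cells and states were examined as technical checks, in the genes of each list that the tissue expressed. For PA3 against PA2 in WT, the median log2 fold change was 3.15 over 8 erythroid genes, 0.327 over 9 endothelial, 1.09 over 10 epithelial, 0.505 over 8 muscle, 0.583 over 9 macrophage and 2.11 over 10 neuron genes. It was 0.386 over 6 glial, 1.09 over 5 melanocyte, -0.227 over 8 cartilage, 0.367 over 10 fibroblast, -0.581 over 10 dissociation response and -0.083 over 10 proliferation genes. It was -0.378 over 4 Y-linked, 0.68 over 2 female-specific X-linked, 2.28 over 4 posterior or paraxial and -0.297 over 10 mandibular genes. From E12.5 to E14.5 the medians were -3.08 (erythroid, 3 genes), 0.379 (endothelial, 8), 2.85 (epithelial, 7), -0.693 (muscle, 6), 0.988 (macrophage, 1), -0.5 (neuron, 6), 1.86 (glial, 8), 3.16 (melanocyte, 9), 0.268 (cartilage, 8), 2.02 (fibroblast, 10), 1.57 (dissociation response, 9), -0.987 (proliferation, 10), -0.104 (Y-linked, 4), 0.962 (X-linked, 1) and -0.605 (posterior, 2). With the loss of HIRE1, 5 of the 10 mandibular genes were called in PA2 (median 0.572) and 1 in PA3 (median 0.393), 5 of the 10 being also on the repressed Hoxa2 list. No gene of any other marker list was called in either arch.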

Results

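RNA was sequenced from mouse embryos in 2 series of libraries. In the genotype series, pharyngeal arches 2 and 3 (PA2 and PA3), the embryonic swellings that form the face and neck, were dissected at E10.5 (embryonic day) from wild-type (WT) embryos and from embryos lacking HIRE1 (HIRE1del). HIRE1 is a distal regulatory region on chromosome 6, outside the Hoxa gene cluster. In the stage series, cranial neural crest cells, the migratory cells that build most of the arch, were sorted from PA2 at E10.5 and from the pinna, the outer ear that PA2 gives rise to, at E12.5 and E14.5. Each of the 4 genotype groups and the 3 stage groups had 3 replicate libraries. The total count per library was 25.8 to 32.2 M in the genotype series, and the 4 groups overlapped in depth (25.9 to 32.2 M in PA2 WT, 25.8 to 27.3 in PA2 HIRE1del, 25.8 to 30.8 in PA3 WT and 27.2 to 28.8 in PA3 HIRE1del). In the stage series the E14.5 libraries were deeper, at 47.5 to 49.1 M, than those of E10.5 (29.2 to 30.2 M) and E12.5 (25.8 to 29.5 M). Positions are those of GRCm38 with the GENCODE M21 annotation, expression levels are in CPM (counts scaled to library totals of 1 M), and fold changes are log2 ratios.

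Hoxa2 (ENSMUSG00000014704, chromosome 6, 52162417 to 52164831, minus strand) was examined first in every library of the genotype series, since it is the gene that HIRE1 is proposed to control. In PA2, the WT libraries had 73.4, 77.2 and 84.2 CPM and the HIRE1del libraries 5.75, 4.76 and 7.10 CPM. In PA3, the WT libraries had 56.0, 63.0 and 65.1 CPM and the HIRE1del libraries 23.7, 25.6 and 22.1 CPM. In both arches every HIRE1del library therefore lay below every WT library. The mean level in PA2 was 5.87 ± 1.17 CPM (SD, n = 3) in HIRE1del against 78.3 ± 5.49 CPM (SD, n = 3) in WT, so that 7.49% of the WT level was left. In PA3 the mean was 23.8 ± 1.75 CPM in HIRE1del against 61.4 ± 4.73 CPM in WT (SD, n = 3 each), with 38.8% left. The log2 fold change was -3.74 (SE 0.121) in PA2, with an adjusted p of 1.56e-09 by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment. In PA3 it was -1.37 (SE 0.105), with an edgeR adjusted p of 5.04e-05. The alternative that moved the PA2 value most left out HIRE1del replicate 3 and gave -3.90, and over all alternatives the adjusted p lay between 7.65e-216 and 6.61e-07. Whether Hoxa2 fell more in PA2 than in PA3 was tested with the interaction of genotype and arch, which was -2.37 on the log2 scale (SE 0.158, edgeR adjusted p 1.56e-05).

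Hoxa3 (ENSMUSG00000079560, chromosome 6, 52169062 to 52213336, minus strand) was much lower in PA2 than in PA3. Its mean in PA3 was 6.41 ± 1.09 CPM in HIRE1del against 29.0 ± 1.22 CPM in WT (SD, n = 3 each), a residual level of 22.1% and a log2 fold change of -2.18 (SE 0.24, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p 0.00116). In PA2 the mean was 0.287 ± 0.282 CPM in HIRE1del against 3.41 ± 0.349 CPM in WT (SD, n = 3 each), and HIRE1del replicate 2 had no Hoxa3 count. The log2 fold change in PA2 was -3.54 (SE 0.399, edgeR adjusted p 0.000544). The residual level in PA2 was 8.4%, but it was 4.33% without HIRE1del replicate 1 and 12.6% without HIRE1del replicate 2. The Hoxa3 counts in PA2 are uncertain, because 503 exon bases are shared with Hoxaas2 on the other strand and 2.62 of the 3.41 CPM in WT could be reads of that gene. The fall of Hoxa3 did not differ detectably between the arches, with an interaction of -1.36 (SE 0.501, edgeR adjusted p 0.887; range over the alternatives 0.108 to 1). Within PA3, the question was whether Hoxa3 fell further than Hoxa2 in the same libraries. The log2 ratio of Hoxa3 to Hoxa2, with 0.5 CPM added to each, was -1.83 ± 0.123 in HIRE1del and -1.07 ± 0.145 in WT (SD, n = 3 each; difference -0.76). The ranges did not overlap, and the exact two-sided permutation test gave p = 0.1, the smallest that 3 against 3 libraries allow. The pseudocount moved the difference most, to -0.60 with 2 CPM added.

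**Figure D1:**
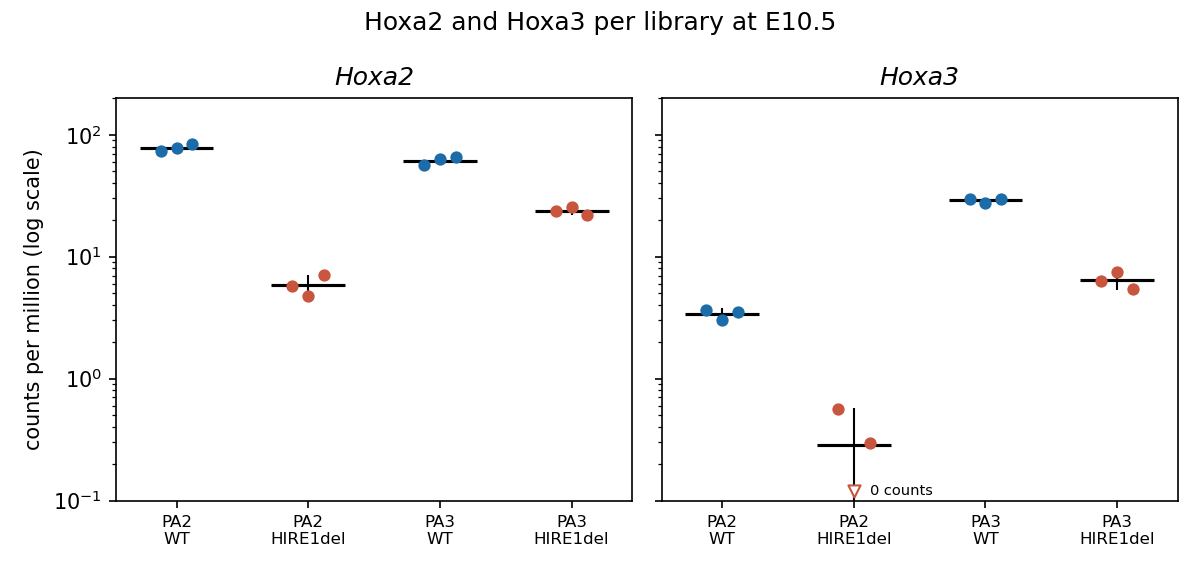
Hoxa2 (left) and Hoxa3 (right) in CPM on a log axis, for the 3 libraries of each genotype in each arch (WT in blue, HIRE1del in red), with the mean as a horizontal bar, the SD as a vertical line and a library with 0 counts as an open triangle at the lower edge. The HIRE1del libraries lie below the WT libraries in every panel and arch, and Hoxa2 in HIRE1del lies lower in PA2 (4.76 to 7.10 CPM) than in PA3 (22.1 to 25.6 CPM).

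Genes that changed with the loss of HIRE1 were then counted in each arch. Of 14383 genes tested in PA2, 63 had an adjusted p under 0.05 in the edgeR quasi-likelihood test, 17 higher and 46 lower in HIRE1del. Of these, 61 had an average log2 CPM of at least 1, with 16 higher and 45 lower. The count of 61 was moved most by the test, as DESeq2 called 163 genes that included all 61, 55 of them higher. It was also reduced to 35 without WT replicate 2, to 33 without WT replicate 3 and to 32 without HIRE1del replicate 2. The number of genes with an unadjusted p under 0.05 was 1233, and limma-voom called 68 genes at any expression level.

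At an average log2 CPM of at least 1, the genes with the largest rise in PA2 were Pitx1, Gbx2, Alx4, Lhx6 and Gpr50. Pitx1 (ENSMUSG00000021506, chromosome 13, 55825051 to 55836192) rose to 16.9 ± 4.39 CPM from 1.35 ± 0.176 CPM in WT (SD, n = 3 each), a log2 fold change of 3.64 (SE 0.244, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p 5.85e-06). Alx4 (ENSMUSG00000040310, chromosome 2, 93642384 to 93681339) rose to 35.5 ± 10.3 from 10.48 ± 1.86 CPM (SD, n = 3 each; log2 fold change 1.76, SE 0.196, edgeR adjusted p 0.000537). Gpr50 (ENSMUSG00000056380, chromosome X, 71663667 to 71669257) rose to 14.3 ± 0.738 from 5.39 ± 1.01 CPM (SD, n = 3 each; log2 fold change 1.40, edgeR adjusted p 0.000365). Gbx2 (ENSMUSG00000034486, chromosome 1, 89927956 to 89931179) rose by 1.83 on the log2 scale (SE 0.295, edgeR adjusted p 0.0125), a call that was lost without WT replicate 1 (adjusted p 0.0516) or WT replicate 2 (0.0626). Lhx6 (ENSMUSG00000026890, chromosome 2, 36081953 to 36105408) rose by 1.52 (SE 0.29, edgeR adjusted p 0.0378), and its call was lost without any one of the 6 libraries (edgeR adjusted p 0.0891 to 0.23). With the same limit, the largest falls beside Hoxa2 and Hoxa3 were those of Hoxaas2, Hotairm1 and Meox1. Hoxaas2 (ENSMUSG00000056445, chromosome 6, 52165674 to 52169564, plus strand), a transcript between Hoxa2 and Hoxa3, fell to 0.337 ± 0.202 from 17.5 ± 1.54 CPM (SD, n = 3 each; log2 fold change -5.67, SE 0.238, edgeR adjusted p 2.22e-08). Hotairm1 (ENSMUSG00000087658, chromosome 6, 52156902 to 52162119) had a log2 fold change of -2.27 (edgeR adjusted p 0.00377), an uncertain value with 8 to 23 counts in each HIRE1del library. Meox1 (ENSMUSG00000001493, chromosome 11, 101877510 to 101894374) had 3.68 ± 0.95 against 10.2 ± 1.21 CPM (SD, n = 3 each; log2 fold change -1.47, SE 0.162, edgeR adjusted p 0.000537).

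In PA3, 31 of the 14383 genes had an edgeR adjusted p under 0.05, 8 higher and 23 lower in HIRE1del, and 30 of them had an average log2 CPM of at least 1 (8 higher and 22 lower). DESeq2 called 88 genes at the same expression threshold, including all 30, and 44.3% of them were higher in HIRE1del against 26.7% of the 30. The count fell to 11 without WT replicate 1, to 10 without WT replicate 2, to 14 without HIRE1del replicate 1 and to 8 without HIRE1del replicate 2. At an unadjusted p under 0.05 there were 1400 genes.

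The largest rises in PA3 were those of Gpr50 and Pitx1. Gpr50 rose to 12.9 ± 2.05 from 2.38 ± 0.185 CPM (SD, n = 3 each), a log2 fold change of 2.43 (SE 0.158, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p 1.23e-05). Pitx1 rose to 4.85 ± 1.33 from 0.957 ± 0.136 CPM (SD, n = 3 each; log2 fold change 2.33, SE 0.26, edgeR adjusted p 0.00116). The rule also named Atp6v0e2, Rspo2 and Zfp786, whose calls each rested on more than 1 library. Atp6v0e2 (ENSMUSG00000039347, chromosome 6, 48537615 to 48541801) rose by 0.86 (edgeR adjusted p 0.0125), and the call was lost without WT replicate 2 (0.102), WT replicate 3 (0.0573) or HIRE1del replicate 2 (0.0926). Rspo2 (ENSMUSG00000051920, chromosome 15, 43020794 to 43170826) rose by 0.53 (edgeR adjusted p 0.03), and the call held only without HIRE1del replicate 1, being lost without each of the other 5 libraries (adjusted p 0.0594 to 0.149). Zfp786 (ENSMUSG00000051499, chromosome 6, 47819266 to 47830867) rose by 0.52 (edgeR adjusted p 0.043), and its call was lost without any one of the 6 libraries (adjusted p 0.0693 to 0.179). At an average log2 CPM of at least 1, the largest falls beside Hoxa2 and Hoxa3 were in 5730596B20Rik, Hoxaas2 and Phactr3. The level of 5730596B20Rik (ENSMUSG00000056468, chromosome 6, 52177498 to 52180851) was 2.49 ± 0.342 against 14.7 ± 1.39 CPM (SD, n = 3 each; log2 fold change -2.55, SE 0.238, edgeR adjusted p 0.000251). This value is uncertain, since 5730596B20Rik shares 292 exon bases with Hoxa3. Hoxaas2 fell to 5.49 ± 0.789 from 16.2 ± 1.17 CPM (SD, n = 3 each; log2 fold change -1.56, SE 0.164, edgeR adjusted p 0.000867). Phactr3 (ENSMUSG00000027525, chromosome 2, 178118975 to 178338492) fell to 13.5 ± 0.501 from 29.5 ± 2.36 CPM (SD, n = 3 each; log2 fold change -1.14, SE 0.103, edgeR adjusted p 0.000242).

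Without an expression threshold, 19 genes were called in both arches, all of them in the same direction, 44 in PA2 alone and 12 in PA3 alone by the edgeR quasi-likelihood test. Dividing the 6 embryo pools in the 9 other ways gave at most 16 genes shared between the arches. A call in one arch alone is not a difference between the arches, which the interaction tested gene by gene. It had an edgeR adjusted p under 0.05 for 7 genes, all with a larger fall in PA2. These were Hoxa2 (-2.37), Hoxaas2 (-4.12, SE 0.304, edgeR adjusted p 2.89e-05) and Meis2 (-0.62, SE 0.066, edgeR adjusted p 0.00151), which kept the call without any one of the 12 libraries, and Sox8, Mecom, Fzd4 and Cntfr, which did not. Meis2 (ENSMUSG00000027210, chromosome 2, 115863064 to 116065839) had 284 ± 8.68 CPM in PA2 HIRE1del against 450.3 ± 13.4 CPM in PA2 WT (SD, n = 3 each), and its log2 fold change in PA3 was -0.04. Sox8 (ENSMUSG00000024176, chromosome 17, 25565892 to 25570686) had an interaction of -1.15 (SE 0.157, edgeR adjusted p 0.0205), and shares 329 exon bases with Cerox1. Its call was lost without PA2 WT replicate 1 or 2, PA2 HIRE1del replicate 2, PA3 WT replicate 2 or 3, or PA3 HIRE1del replicate 1 or 2 (edgeR adjusted p 0.0581 to 0.0804). Mecom (ENSMUSG00000027684, chromosome 3, 29951296 to 30548008), named although the rule passed it over and so chosen after its values were seen, had -0.74 (SE 0.107, edgeR adjusted p 0.0225). The Mecom call was lost without PA2 WT replicate 1 or 3, PA2 HIRE1del replicate 1 or 2, or PA3 HIRE1del replicate 2 or 3 (edgeR adjusted p 0.0728 to 0.0968). Fzd4 (ENSMUSG00000049791, chromosome 7, 89404355 to 89413134) had -0.97 (SE 0.14, edgeR adjusted p 0.0225). The Fzd4 call was lost without PA2 WT replicate 1, 2 or 3, PA2 HIRE1del replicate 1 or 2, PA3 WT replicate 3, or PA3 HIRE1del replicate 1 or 2 (edgeR adjusted p 0.0644 to 0.0968). Cntfr (ENSMUSG00000028444, chromosome 4, 41657498 to 41697089) had -0.89 (SE 0.138, edgeR adjusted p 0.0409), a call lost without each of 10 libraries, that is without any but PA2 HIRE1del replicate 3 and PA3 WT replicate 1 (edgeR adjusted p 0.0581 to 0.19).

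The number of interaction genes depended on single libraries. It was 3 without PA2 WT replicate 1, PA2 HIRE1del replicate 2 or PA3 HIRE1del replicate 2, 4 without PA2 WT replicate 2, PA2 WT replicate 3 or PA2 HIRE1del replicate 1, and 12 without PA2 HIRE1del replicate 3. With the embryo pool as a block, which takes up what the PA2 and PA3 libraries of one pool share, 26 genes were called (6 with the more positive change in PA2, 20 with the more negative), including all 7. DESeq2 called 27 and limma-voom 7, and 794 genes had an unadjusted p under 0.05. Gpr50, singled out after its values were seen because its rise looked larger in PA3, had an interaction of -1.02 (SE 0.214) with an edgeR adjusted p of 0.405, and a DESeq2 adjusted p of 0.0209, so that the call depended on the test.

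**Figure D2:**
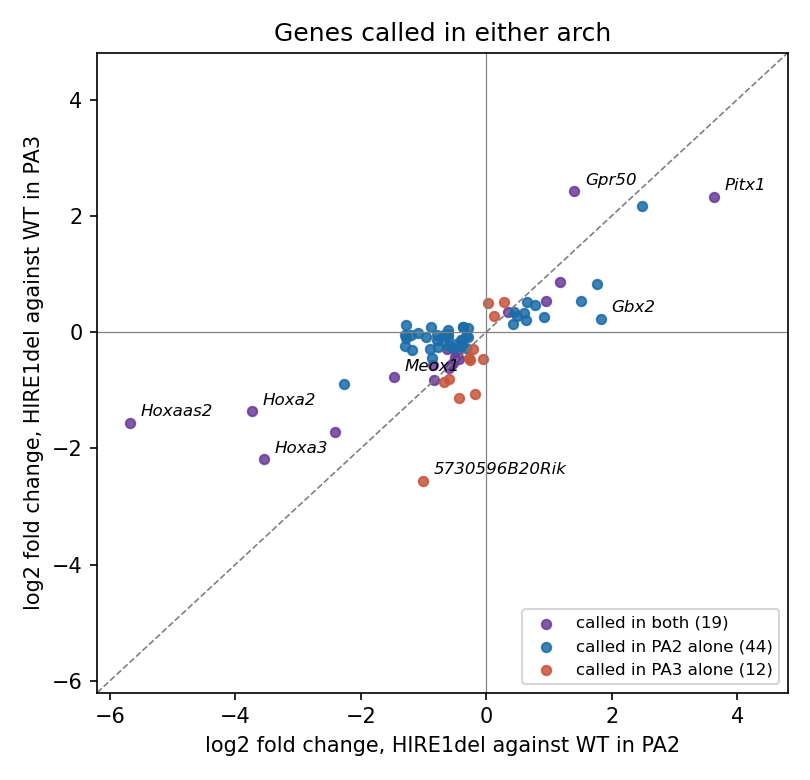
Log2 fold change of HIRE1del against WT in PA2 (horizontal axis) and in PA3 (vertical axis), one point per gene called by the edgeR quasi-likelihood test in both arches (19, purple), in PA2 alone (44, blue) or in PA3 alone (12, red), with equal change marked by the dashed line. Hoxaas2 (-5.67 in PA2, -1.56 in PA3) and Hoxa2 (-3.74 and -1.37) lie furthest to the left, and Pitx1 (3.64 and 2.33) furthest to the right.

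A set of genes known to be repressed or activated by Hoxa2 was then examined, to see whether the loss of HIRE1 changed genes downstream of Hoxa2. The study named these genes from those that changed in the same libraries, so the lists are not independent evidence. All 6 genes of the repressed list (Gbx2, Pitx1, Alx4, Lhx6, Barx1 and Rspo2) were called higher in PA2 by the edgeR quasi-likelihood test, and 6 when adjusted over the list alone (median log2 fold change 1.64). Without WT replicate 2 only 3 of them were called. The call of Barx1 (0.77) was lost without WT replicate 2 (edgeR adjusted p 0.0503) or WT replicate 3 (0.0689). In PA3 all 6 rose (median 0.54), with 2 called over all genes and 4 adjusted over the list alone. The count of 2 (Pitx1 and Rspo2) became 1 without WT replicate 1, WT replicate 2, HIRE1del replicate 2 or HIRE1del replicate 3. Without WT replicate 3 the count did not fall, but Rspo2 lost its call there too (edgeR adjusted p 0.0909). All 6 genes of the activated list (Meis1, Meis2, Meox1, Fzd4, Zfp703 and Zfp503) were called lower in PA2, and 6 when adjusted over the list alone (median -0.76). The calls of Meis1 (-0.51, edgeR adjusted p 0.0359) and Zfp703 (-0.61, edgeR adjusted p 0.0239) were not stable. Meis1 was lost without any library but HIRE1del replicate 3 (0.06 to 0.202), and Zfp703 without WT replicates 2 or 3 or HIRE1del replicates 1 or 2 (0.0725 to 0.137). In PA3, 4 of the 6 fell and 2 rose (median -0.16), with 2 called over all genes (Meox1 and Zfp503) and 3 adjusted over the list alone. The count of 2 became 0 without WT replicate 1, 2 or 3 or HIRE1del replicate 1 or 2, and 1 without HIRE1del replicate 3.

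As sets, the lists are given for PA3 alone, since they were named from the PA2 changes, and the PA3 values are not independent either if the arches came from the same embryos. The camera test with a preset correlation of 0.01 gave two-sided p-values, adjusted over the 2 lists in 2 arches, of 8.84e-09 for the repressed and 0.00393 for the activated list in PA3. Both held under fry (6.86e-05 and 0.00405) and with an estimated correlation (0.00167 and 0.0292). In the interaction, no gene of the repressed list was called by edgeR over all genes (5 adjusted over the list alone, and 5 with an unadjusted p under 0.05), and 2 of the activated list were, Meis2 and Fzd4 (4 adjusted over the list alone).

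The other genes with a symbol beginning with Hox were tested to ask whether further members of the family changed. Of the 9 that passed the expression filter, all fell in PA2 and 8 fell in PA3. By the edgeR quasi-likelihood test 3 were called in PA2 (4 adjusted over the list alone), namely Hoxaas2, Hoxb3 and Hoxb3os. Hoxb3 (ENSMUSG00000048763, chromosome 11, 96323326 to 96347930) had 6.69 ± 0.342 CPM in HIRE1del against 12.45 ± 0.79 CPM in WT (SD, n = 3 each; log2 fold change -0.90, edgeR adjusted p 0.000537). Hoxb3os (chromosome 11, 96343072 to 96354691), which overlaps Hoxb3 on the other strand, had 33 ± 1.77 CPM in WT (SD, n = 3) and a log2 fold change of -0.63 (edgeR adjusted p 0.000105). The values of both genes are therefore uncertain, the more so for the weaker Hoxb3. In PA3, 2 were called (3 adjusted over the list alone), Hoxaas2 and Hoxb3os (-0.30, edgeR adjusted p 0.043). The Hoxb3os call in PA3 was lost without any one of the 6 libraries (adjusted p 0.0701 to 0.227), which left 1 gene. The interaction was called for 1 gene, Hoxaas2 (3 adjusted over the list alone). It was -0.61 for Hoxb3 (edgeR adjusted p 0.42). Antisense transcripts of the Hoxa cluster with other symbols were not part of this list. Among them was Gm15050 (ENSMUSG00000087626, chromosome 6, 52172881 to 52174059), named after its values were seen, with log2 fold changes of -2.41 in PA2 (edgeR adjusted p 0.0205) and -1.71 in PA3 (edgeR adjusted p 0.0123). Its value in PA2 is uncertain, with 1 to 7 counts per HIRE1del library. The call was lost in PA2 without WT replicate 2 or 3 or HIRE1del replicate 1 or 2 (edgeR adjusted p 0.0759 to 0.113), and in PA3 without WT replicate 1 or 2 or HIRE1del replicate 1 or 2 (0.0505 to 0.0795).

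A list of genes near HIRE1 and on both sides of the Hoxa cluster was examined to ask whether the change reached beyond the cluster. Of 11 listed genes, 8 were expressed enough to be tested (Nfe2l3, Hnrnpa2b1, Cbx3, Snx10, Skap2, Hibadh, Tax1bp1 and Jazf1), between 51432670 and 53068631 on chromosome 6. None was called by edgeR in PA2, where 1 had an unadjusted p under 0.05, 0 passed when adjusted over the list alone and the lowest adjusted p was 0.418. None was called in PA3 either, where 3 had an unadjusted p under 0.05 and 2 passed when adjusted over the list alone, with log2 fold changes from -0.54 to 0.21 and a lowest adjusted p of 0.23. DESeq2 and limma-voom also called 0 in each arch. Further out on chromosome 6, however, called genes were frequent. Of 709 genes tested on the chromosome, 19 were called in either arch, 6 inside the Hoxa cluster and 13 outside it. Within 10 Mb of the listed genes lay 9 of the 13, 7 lower and 2 higher in HIRE1del, and all 9 had the same sign in both arches. The densest window of 50 neighbouring tested genes, from 41605482 to 49341582, held 7 called genes. Of these, Lrrc61 and Rarres2 share 892 exon bases on opposite strands, and 108 of the 199 counts of Rarres2 could be reads of Lrrc61.

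**Figure D3:**
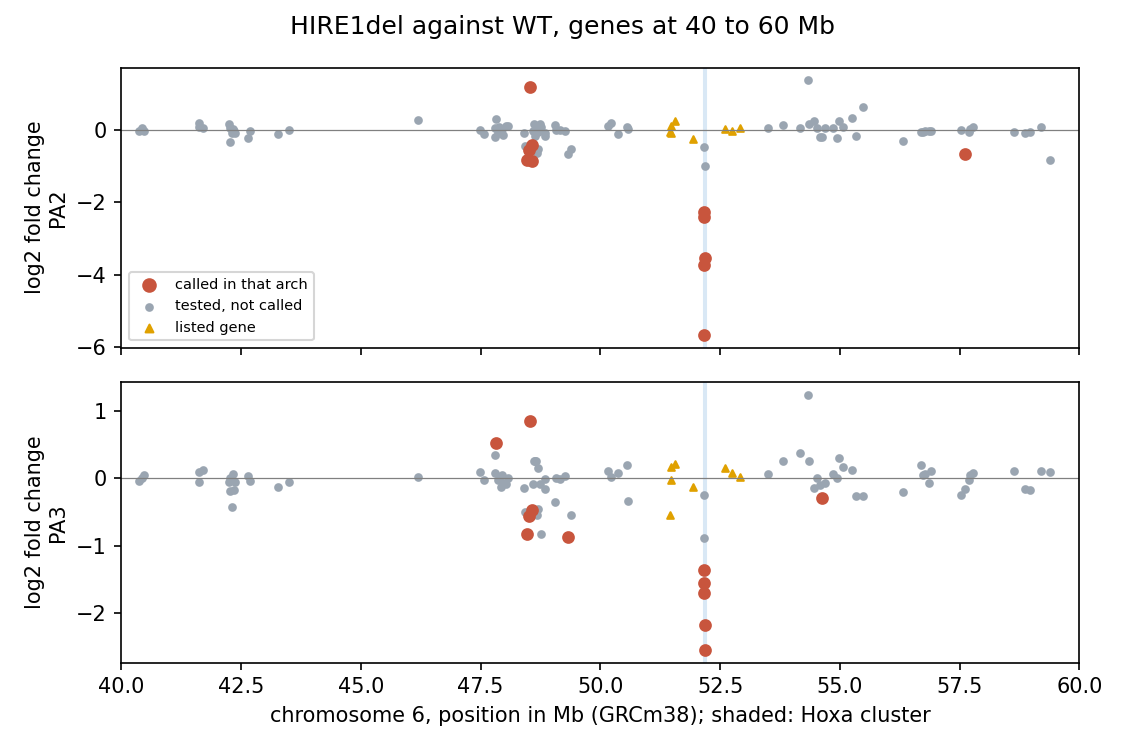
Log2 fold change of HIRE1del against WT for each tested gene between 40 and 60 Mb on chromosome 6, by position in Mb, in PA2 (upper panel) and PA3 (lower panel), with called genes in red, other genes in grey, the listed genes as yellow triangles and the Hoxa cluster shaded. None of the 8 listed genes was called in either arch, and called genes outside the cluster lie mostly to its left, among them Atp6v0e2, which was higher in HIRE1del in both arches (1.17 and 0.86).

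The WT arches were compared with each other to give the scale of the difference between PA2 and PA3. By the edgeR quasi-likelihood test 5252 of 14383 genes differed, and 4684 of these had an average log2 CPM of at least 1, of which 2237 were higher in PA3 and 2447 lower. The alternative that moved the count most was leaving out PA2 WT replicate 3 (3682 genes), and the embryo pool block gave 5483. With a 2-fold threshold the split was uneven, with 1063 genes higher in PA3 and 135 lower. Hoxa3 was higher in PA3 by 3.09 (edgeR adjusted p 1.96e-06), and Hoxa2 was lower by a log2 fold change of -0.35 (edgeR adjusted p 0.0153). The largest rises were those of Afp (ENSMUSG00000054932, chromosome 5, 90490737 to 90508907), 5730596B20Rik (7.43), Neurod4 (ENSMUSG00000048015, 6.61), Neurog2 (ENSMUSG00000027967, 6.30) and St18 (ENSMUSG00000033740). Afp was the least certain of them, with 250.1, 35.2 and 13.6 CPM in the 3 PA3 libraries and 6 counts in all of PA2 (ratio 1350, 95% counting interval 620 to 3680), and its edgeR adjusted p of 0.000157 became 0.157 with limma-voom, the highest of a range that began at 1.31e-14. St18 had a ratio of 78.4 (95% counting interval 35.8 to 215). The largest falls were in 3110099E03Rik (-5.08), Pantr1 (-4.28), Dlx4os (-4.11), Pou3f3 (-3.89) and Fosb (-3.80). Among these falls, PA3 WT replicate 3 lay furthest above the other PA3 WT libraries for 3110099E03Rik (8.17 against 0.23 and 0.214 CPM). The next were Dlx4os (1.45 against 0.153 and 0.0715 CPM) and Pou3f3 (18.8 against 3.94 and 3.25 CPM). Transcripts of cells outside the neural crest were present in the genotype series, with a median of 108 CPM over 8 erythroid genes in PA2 WT and 928 CPM in PA3 WT.

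The stage series was used to follow Hoxa2 from PA2 to the growing pinna. Hoxa2 was at 125 ± 3.41 CPM in PA2 at E10.5, 212 ± 10.1 CPM in the pinna at E12.5 and 155 ± 8.62 CPM at E14.5 (SD, n = 3 each). The rise from E10.5 to E12.5 was 0.76 (SE 0.061, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p 8.53e-07). It was moved most by scaling to total counts only, to 0.82, and the adjusted p lay between 6.94e-29 and 1.35e-05 over the alternatives. From E12.5 to E14.5 the log2 fold change was -0.45 (SE 0.0605, edgeR adjusted p 5.88e-05), and from E10.5 to E14.5 it was 0.31 (SE 0.0607, edgeR adjusted p 0.000543). All 3 calls held under each alternative, with -0.57 to -0.41 for the fall and 0.24 to 0.38 for the net rise. Hoxa3 in the same libraries was low, at 2.09 ± 0.683, 4.12 ± 0.378 and 6.24 ± 0.579 CPM (SD, n = 3 each). The call of its rise from E12.5 to E14.5 (0.60, edgeR adjusted p 0.0217) held under 11 of 15 alternatives. Among the losses were those without E12.5 replicate 1 (0.0569), E12.5 replicate 3 (0.081) or E14.5 replicate 3 (0.056).

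**Figure D4:**
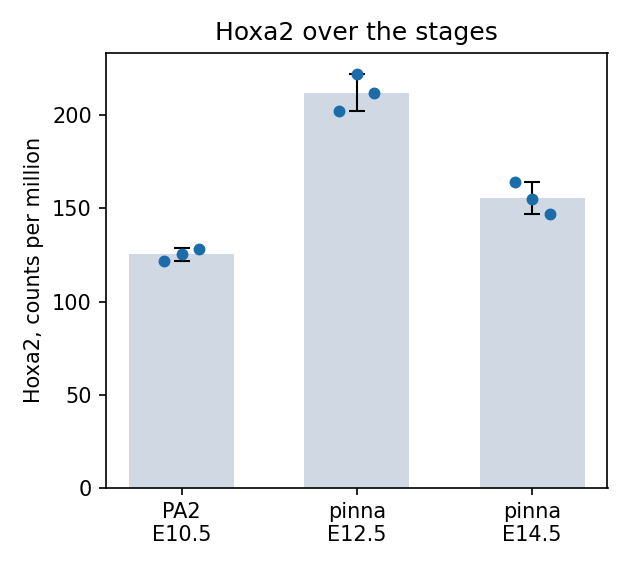
Hoxa2 in CPM in the stage series, with bars for the mean of each stage, error bars for the SD and points for the 3 libraries. The bars stand at 125 (PA2, E10.5), 212 (pinna, E12.5) and 155 (pinna, E14.5).

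Across the genome, most tested genes changed over the stages. For Pinna E12.5 against PA2 E10.5, 9242 of 13438 genes (68.8%) differed by the edgeR quasi-likelihood test, 4710 higher and 4532 lower at E12.5. A filter of 1 CPM in every library moved this count most among the filters, scalings and tests, to 7911. With a log2 fold change of at least 1 in size, 1985 were higher and 912 lower. For Pinna E14.5 against Pinna E12.5, 8824 genes (65.7%) differed, 4382 higher and 4442 lower at E14.5. This last split depended on the scaling. With total counts only it was 3517 higher and 5613 lower (38.5% higher against 49.7%), as the median log2 fold change of all genes was then -0.13. At a log2 fold change of at least 1 in size, 1635 were higher and 1012 lower. Between E10.5 and E14.5, 11024 genes (82%) differed, 5646 higher and 5378 lower, and 3103 and 2179 at the fold threshold. The dissociation enzyme was trypsin at E10.5 and E12.5 and papain at E14.5, so that stage and enzyme changed together at E14.5. The dissected tissue changed as well, from PA2 at E10.5 to the pinna alone at E12.5 and E14.5. Stage and region therefore cannot be told apart in the comparisons with E10.5.

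The genes with the largest changes were often at or near 0 in one stage, so that ratios are given with their 95% counting interval, or as lower limits against 3 counts over the group where no count was seen. Intervals and limits cover counting error only. From E10.5 to E12.5, Gad2 (ENSMUSG00000026787, chromosome 2, 22622205 to 22693874) rose by a ratio of 705 (195 to 5830), Scg2 (ENSMUSG00000050711) was at least 54.6-fold higher and Xdh (ENSMUSG00000024066) at least 53.2-fold higher. In the same interval Foxf1 (ENSMUSG00000042812, chromosome 8, 121084386 to 121088144) was lower by a ratio of 2990 (536 to 118000), with 0.0113 ± 0.0196 CPM at E12.5 against 34.3 ± 2.49 CPM at E10.5 (SD, n = 3 each). Foxf2 (ENSMUSG00000038402) was lower by 266 (122 to 725) and Fgf15 (ENSMUSG00000031073) by 182 (77.9 to 563). From E12.5 to E14.5, Ndufa4l2 (ENSMUSG00000040280) rose by 668 (120 to 26400), Krt4 (ENSMUSG00000059668) by 456 (81.6 to 18000) and Ecrg4 (ENSMUSG00000026051) by 303 (118 to 1110). The Krt4 value was carried by 1 library, with 12.9 CPM in E14.5 replicate 3 against 1.65 and 1.28 CPM in the others. Ghrh (ENSMUSG00000027643) was lower by 1180 (211 to 46600), Cyp1b1 (ENSMUSG00000024087) was at least 46.8-fold lower, and Dlx1as fell from 16.5 ± 0.818 to 0.0651 ± 0.0582 CPM (SD, n = 3 each). From E10.5 to E14.5, Scg2 was at least 793-fold, Fgf2 at least 538-fold and Ptgds at least 531-fold higher, and Lin28a was at least 1300-fold and Cyp1b1 at least 749-fold lower.

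A list of 6 transcription factors was followed over the stages, to ask whether they rose with Hoxa2. The study names them as potential binders of motifs in accessible sites of HIRE1 and of the nearby region HIRE2. All 6 were called between E10.5 and E12.5 by the edgeR quasi-likelihood test, and 6 when adjusted over the list alone. Nfatc1 (2.05), Zbtb18 (1.62), Nfat5 (1.51), Twist1 (1.25) and Twist2 (0.82) rose, with edgeR adjusted p from 5.82e-09 to 0.000312. Nfatc3 fell to 115 ± 8.11 from 132 ± 2.4 CPM (SD, n = 3 each; log2 fold change -0.20, edgeR adjusted p 0.0225). The Nfatc3 call was lost without E10.5 replicate 2 (0.0652), E12.5 replicate 1 (0.0838) or E12.5 replicate 2 (0.069), and with total counts only (0.0977, the highest of its alternatives). From E12.5 to E14.5, 5 of the 6 were called (5 adjusted over the list alone), with Nfat5 higher (0.74) and Nfatc1 (-0.73), Twist2, Twist1 and Zbtb18 lower. From E10.5 to E14.5, 5 were called (6 adjusted over the list alone), the exception being Twist2 (0.32, edgeR adjusted p 0.0523). Among the Meis and Pbx cofactors, Meis1 (0.78) and Meis2 (0.52) were called higher at E12.5 than at E10.5. From E12.5 to E14.5, Pbx3 (-1.14) and Pbx4 (-0.85) were called lower and Meis3 (0.67) higher (3 adjusted over the list alone). Between E10.5 and E14.5, Meis1 (0.68), Meis2 (0.47) and Meis3 (0.44) were called higher and Pbx3 (-0.94) and Pbx4 (-0.89) lower.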

Values the study reported

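The paper reports Hoxa2 in the stage series with a logFC of 0.753 (FDR 8.89E-07) from E10.5 to E12.5 and of −0.455 (FDR 5.71E-05) from E12.5 to E14.5. Beside Hoxa2, it counts 16 genes as upregulated and 41 as downregulated in PA2 of HIRE1del embryos. In PA3, it counts 8 genes as upregulated and 21 as downregulated beside Hoxa2 and Hoxa3.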

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

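The test with the level of the Y-linked genes as a covariate was chosen only after the results were seen, while those of depth, of RNA from other cells and of shared reads were written beforehand.

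For 7 genes the effect of losing HIRE1 differed between the groups PA2 and PA3, and each had a larger fall in PA2. The interaction in log2 units was -2.37 for Hoxa2 (SE 0.158, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p 1.56e-05), -4.12 for Hoxaas2 (SE 0.304, edgeR adjusted p 2.89e-05) and -0.62 for Meis2 (SE 0.066, edgeR adjusted p 0.00151). It was -1.15 for Sox8 (SE 0.157), -0.74 for Mecom (SE 0.107), -0.97 for Fzd4 (SE 0.14) and -0.89 for Cntfr (SE 0.138), with edgeR adjusted p of 0.0205, 0.0225, 0.0225 and 0.0409, and these 4 calls were each lost when some single libraries were left out. In PA3 the changes of Meis2 (-0.04), Fzd4 (0.09), Sox8 (-0.06) and Mecom (-0.05) were near 0.

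With the level of the Y-linked genes as a covariate, 7 of the 7 genes stayed called. This does not decide on the sex of the embryos, because PA2 and PA3 libraries taken to share a pool also share its sex. An effect of sex that is alike in both arches drops out of the interaction with or without the covariate. The values argue against reads shared with Hoxa3 as the reason for the smaller fall of Hoxaas2 in PA3. Hoxa3 would bring 0.536 CPM over the shared exon bases in PA3 HIRE1del, where Hoxaas2 had 5.49 CPM.

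Depth stays open in part, because after thinning every library to 25.8 M counts 6 of the 7 genes were still called, and a call near the threshold can be lost with fewer counts alone. A further open explanation is RNA in PA3 from other cells that express these genes without HIRE1. In PA3, 38.8% of the WT level of Hoxa2 was left in HIRE1del, but arch and cell mix change together, so that the 6 PA3 libraries cannot tell the 2 apart. By in situ hybridization, the paper reports Hoxa2 in HIRE1del embryos as normal in somites, and as highly reduced or undetectable in PA3. Those images cover Hoxa2 alone among the 7 genes and do not show which cells the PA3 libraries held. A different dependence of the arches on HIRE1, the biological explanation that the design names, stays open as well.

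The count of 7 genes itself was set against other divisions of the libraries. Of 10 splits only 1, the real one, gave as many interaction genes, and the highest other split gave 1 gene. With 10 splits the share cannot fall below 0.1, so that an accidental division of the libraries cannot be excluded from this count alone.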

How the results depend on the processing

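The embryo pool block, the Y-linked covariate and the other pool split as a covariate were chosen only after the data were seen, and the other alternatives were planned.

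The falls of Hoxa2 and Hoxa3 in HIRE1del kept their direction and their call under every alternative that held the gene. These were 17 for Hoxa2 and 16 for Hoxa3 in each arch. Hoxa2 ranged from -3.90 to -3.61 in PA2 and from -1.43 to -1.32 in PA3, and Hoxa3 from -4.46 to -2.98 in PA2 and from -2.32 to -2.07 in PA3. No alternative took out reads that Hoxa3 may share with Hoxaas2, which itself fell in PA2 (-5.67). Such reads could make up 2.62 of the 3.41 CPM of Hoxa3 in PA2 WT, so its fall in PA2 could largely be that of Hoxaas2. The interaction of Hoxa2 ranged from -2.53 to -2.24, and the 3 stage changes of Hoxa2 kept their calls. The difference of the log2 ratio of Hoxa3 to Hoxa2 was -0.60 with a pseudocount of 2 CPM against -0.76, because a larger pseudocount draws ratios towards 0.

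The numbers of called genes moved more. In PA2 the 61 genes became 163 with the DESeq2 Wald test, 103 with the replicate block and 139 with the other pool split as a covariate, each including all 61, and 32 to 64 when a library was left out. In PA3 the 30 genes became 88 with the DESeq2 Wald test, 53 with the replicate block and 90 with the other pool split as a covariate, and 8 to 27 when a library was left out. The 7 interaction genes became 27 with the DESeq2 Wald test, 12 with the replicate block, 26 with the embryo pool block and 19 with the other pool split as a covariate, and 3 to 12 when a library was left out. Fewer libraries give less power, which does not account for the rises to 64 and to 12. In simulated data of the PA2 contrast DESeq2 called 31 unchanged genes against 6 with edgeR (14.3% against 3.21%). That gap is smaller than the 163 against 61 of the real data. For the DESeq2 counts as a whole, the blocks and the covariate the cause was not tested. The replicate block was not backed by pairing of WT with HIRE1del libraries, whose same-number correlations were 0.14, -0.136 and 0.236 in PA2 and 0.00152, -0.0972 and 0.131 in PA3. The same held for the stages, where they were -0.312 to 0.202. Beside the interaction count, the embryo pool block changed no other call.

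With a log2 fold change of at least 1 in size the stage counts were 2897, 2647 and 5282, against 9242, 8824 and 11024 without it, as a stricter threshold must give. The 4684 genes of PA3 against PA2 ranged from 3682 to 5483.

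Counts within short lists moved by single genes. Of the repressed list in PA2, 3 to 5 genes were called when a library was left out, against 6. In PA3, 2 were called, which became 1 with 1 CPM in every library, 4 with the DESeq2 Wald test, 1 with only the 6 libraries of the contrast, 1 with the Y-linked covariate and 1 to 2 when a library was left out. Of the activated list in PA3, 2 became 1 with 1 CPM in every library, 1 with only the 6 libraries of the contrast, 1 with the Y-linked covariate and 0 to 1 when a library was left out. Of the other Hox genes in PA3, 2 became 1 with no filter, 1 with 1 CPM in every library, 1 with only the 6 libraries, 1 with the Y-linked covariate and 1 without any one library. The cofactors called from E12.5 to E14.5 rose from 3 to 5 with total counts only, where the scaling itself shifted all genes down. For the remaining moves the cause was not tested.

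Over 127 other single-gene results, 2048 alternative values were computed, of which 1841 kept their call and direction, 195 were weaker, 4 stronger and 8 reversed. The reversed values belonged to genes that were not called in PA3 and lay near 0. They were -0.003868 for Fzd4 without WT replicate 2 (range 0.2071 at the other end), -0.00649 for Gbx2 without HIRE1del replicate 2 (0.6315), and, for Zfp703, HIRE1del against WT in PA3 gave -0.06465 without HIRE1del replicate 1 (0.131), -0.03664 without WT replicate 2 and -0.01085 with the Y-linked covariate. They were 0.001794 for Mecom without WT replicate 2 (-0.1321 at the other end), and for Sox8 0.01836 without WT replicate 1 (-0.1077) and 0.0213 with the Y-linked covariate. The cause was not tested.

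Hoxa2 in the arches and in the interaction, and Hoxa3 in the arches, kept their calls without any one library. Apart from Hoxa2 and Hoxa3, 19 of 30 named genes did in PA2, 6 of 20 in PA3 and 2 of 6 in the interaction, while all 10 did for PA3 against PA2. The Hoxa3 level in PA2 HIRE1del rested on 23 counts over 3 libraries.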

Other observations

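The tests of embryo sex, of a female pool, of a swap, of cells outside the neural crest, of the PA3 against PA2 imbalance, of immediate-early genes, of the mix of crest derivatives, of chance and distance on chromosome 6, and of strain, sex and depth for the other pool split were chosen only after the results were seen, as was the reading of the age tests.

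The number of called genes was compared with that of the other ways of dividing the same libraries into 3 and 3. In PA2, 2 of 10 splits called as many genes as the real one, the real one included, with 69 genes in the other. In PA3 it was also 2 of 10, with 54 genes in the other and 13 in the next. Only the real split, 1 of 10, reached the count for PA3 against PA2 in WT, 1 of 10 for E12.5 against E10.5, 1 of 10 for E14.5 against E12.5 and 1 of 10 for E14.5 against E10.5, and no other split called any gene there. For genes called in both arches, 1 of 10 splits of the embryo pools reached 19, and the highest other gave 16. A share of 1 in 10 is the lowest that 10 splits can give. For the genotype counts in PA2 and PA3 an accidental division of the libraries cannot be excluded by this test. In both arches another division of the embryo pools called more genes than genotype, with 69 against 61 in PA2 and 54 against 30 in PA3.

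That other split set WT replicate 1 and HIRE1del replicates 1 and 2 against WT replicates 2 and 3 and HIRE1del replicate 3, in both arches, and shared 0 genes with the genotype calls. The sexes of the pools argue against sex as its cause, as the highest relative Y-linked level on the first side in PA2 was 1.52, within the 0.832 to 1.69 of the other, and the sides overlapped in PA3 as well (up to 1.09 against 0.75 to 1.28). In PA3 depth is argued against, as the highest total on the first side was 28.8 M counts and the other side began at 27.88 M. In PA2 the totals of the sides lay apart (25.8 to 26.65 M against 27.31 to 32.21 M), but 65 of the 69 genes were still called after every library was thinned to 25.8 M counts, which argues against depth there. Strain variants between the pools would fit, with 7 of its genes in a window of 50 neighbouring genes (permutation p 2e-04 over 10000 random sets). Embryo age cannot be told apart. Of the PA2 genes of this split, 63.8% had the sign of the change from E10.5 to E12.5, and 64.8% of uncalled genes did (Fisher's exact p 0.9). A difference in age could shift uncalled genes as well, so that equal shares do not decide. Age was left open only after the uncalled genes were seen to lean alike. For the genotype genes of PA2 that share was 37.7%, and 40.4% of uncalled genes (Fisher's exact p 0.697). Age stays open there for the same reason.

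Called genes crowded on chromosome 6 outside the Hoxa cluster. Chance placement is argued against by a window of 50 neighbouring genes that held 7 called genes (permutation p 1e-04, the smallest possible with 10000 random sets, whose highest was 6). With Lrrc61 and Rarres2, which share exon bases, counted once, it held 6, as 2 of 10000 random sets did (permutation p 3e-04). Variants of the strain in which the deletion was made, inherited with it, would fit. Of the uncalled genes within 10 Mb of the listed genes, 5.43% had small p-values with the same sign in both arches, against 1.11% on other chromosomes (Fisher's exact p 0.00403). An effect of the lost region that weakens with distance cannot be told apart. Of the 10 tested genes within 1 Mb of HIRE1 outside the Hoxa cluster, edgeR called 0, against 9 of 89 at 1 to 10 Mb (Fisher's exact p 0.592), and 10 genes are too few to exclude it. DESeq2 and limma-voom called 0 of the 10 as well, and 2 in PA2 and 3 in PA3 had an unadjusted edgeR p under 0.05. In PA3, 2 of them, Nfe2l3 (-0.54) and Cbx3 (0.16), passed when adjusted over the report's list of 8 tested genes alone (0.0128 and 0.041).

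With the Y-linked level as a covariate, 48 of the 61 PA2 genes and 18 of the 30 PA3 genes stayed called, which argues against sex as their cause. For the genes that lost their call sex stays open, as the Y-linked level went partly with genotype. Of the called genes, 4 in PA2 and 1 in PA3 lay on the X chromosome. Y-linked transcripts were nearly absent from WT replicate 1 of both arches. A pool of female embryos would fit, as Xist was highest in that library in 2 of 2 arches (458 and 721 CPM). A swap with a HIRE1del library is argued against by Hoxa2, whose lowest level in a WT library of PA2 was 73.4 CPM.

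In the genotype table, Tsix counts followed Xist counts (11.3 to 15.4% of Xist), and in the stage table they did not (0.0104 to 0.091%). Counts from both strands in the genotype table would fit. Among 790 ordered pairs of overlapping genes on opposite strands, the weaker partner lay under 0.1 of the counts expected from the stronger in 2.28% of pairs there and in 21.0% in the stage table. The paper describes its RNA-seq libraries as unstranded, which would give the pattern of the genotype table but not that of the stage table. With counts from both strands, reads shared with Hoxaas2 would account for 2.62 of the 3.41 CPM of Hoxa3 in PA2 WT.

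The genotype series held transcripts of cells outside the neural crest. The endothelial median in PA2 WT was 32.2 CPM against 0.722 CPM in the sorted PA2 of the stage series, and the erythroid and epithelial medians were 108 and 35.2 CPM against 0.208 and 0.211 CPM, which RNA of such cells would fit. At a 2-fold threshold, more genes were higher in PA3 than lower. A lower share of crest cells alone is argued against, as the endothelial median rose by 0.327 and the erythroid one by 3.15. More blood and neuronal RNA in PA3 would fit (3.15 and 2.11). A true difference between the arches stays open as well.

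Over the stages, the dissociation response genes rose by a median of 2.08 from E10.5 to E12.5, which argues against the change of enzyme at E14.5 as the whole cause. From E12.5 to E14.5 they rose by 1.57, where tissue handling cannot be told apart from stage, because the groups differ in both. Pigment cell and glial transcripts rose from E12.5 to E14.5. The melanocyte median had already risen by 3.09 from E10.5 to E12.5, and the glial one by 0.103, so that the pigment rise was not confined to the later interval. For the rise from E12.5 to E14.5 depth is argued against, as the median of both lists was 2.54 after thinning every library and 2.49 before. A different mix of crest derivatives at E14.5 stays open. The rise of 16 of 17 tested genes is the pattern itself, and cannot tell a changed mix from a change within cells.

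The level of Nfatc3 fell from E10.5 to E12.5 (log2 fold change -0.20, edgeR quasi-likelihood test, adjusted p 0.0225). The call was lost without E10.5 replicate 2 (edgeR adjusted p 0.0652), E12.5 replicate 1 (0.0838) or E12.5 replicate 2 (0.069). It was also lost with total counts only (0.0977). The study describes Nfatc3 as rising over the same interval.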
